A study of Drosophila melanogaster with 17 samples. Its data were reported in "A hierarchical transcription factor cascade regulates enteroendocrine cell diversity and plasticity in Drosophila" (2022).

How the data were processed

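The data were RNA sequencing profiles of 17 libraries made from fluorescently labelled cells sorted from adult Drosophila midgut at day 3, with about 10000 cells per library and amplified RNA per the labels. Groups were taken from the sample titles. There were 5 progenitor libraries (titled ESG, wild type), 3 EE libraries (enteroendocrine cells, wild type), 3 EC libraries (wild type), 3 libraries labelled as depleted of Sox100B by RNA interference (Sox100B-RNAi) and 3 libraries labelled as overexpressing Sox100B (Sox100B-OE), both in progenitors. The labels were set against the level of Sox100B itself. For the EC libraries the titles and the cell type label say enterocyte, whereas the source name says enteroblast, so they are called "libraries labelled EC".

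The authors deposited 1 table of RPKM values (reads per kilobase of gene, scaled to the size of the library) with 1 column per library and 17490 features. The study's methods describe mapping to BDGP6 and counting with featureCounts for its own libraries. The read total that the authors divided by is not stated for these 17 columns. Of the features, 17216 had a symbol, a position and an exonic length in the Ensembl annotation of BDGP6, and 274 did not. The feature missing from the wild type columns (1 in number) was dropped. In every library the low RPKM values multiplied by exonic length were whole multiples of 1 step, within 0.05 of a whole number for 98.1 to 98.5% of them, and the step gave an implied read total. These implied totals were used to describe depth, not to rebuild counts for testing. Intervals and floors drawn from amplified reads without molecular identifiers cover counting error only. The smallest share that the depth could show, 3 reads, was 7.67e-06 to 1.98e-05% of the reads assigned to genes.

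Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend, 2-sided, with Benjamini-Hochberg adjustment) on log2(RPKM + 1). Each comparison used only the libraries of its groups and the features with an RPKM of at least 1 in at least 3 of them. A gene was called at an adjusted p below 0.01 and an absolute log2 fold change above 0.5, the thresholds in the study's methods, which were applied there to counts. Errors of fold changes are limma standard errors (SE). Sox100B itself was also tested by exact 2-sided permutation. Cell type markers were chosen by the score in the study's methods, log10(RPKM)/5 plus the RPKM divided by the mean RPKM of the 3 wild type cell types, among features with an RPKM of at least 3.5, keeping 250 per cell type. The score was applied to all features of the table, whereas the study's methods describe counts of protein-coding genes. A marker was counted as supported when limma called it higher than in both other cell types. Marker sets were tested with the camera test of limma at an inter-gene correlation of 0.01 and an adjusted p below 0.05. For comparisons with progenitors, markers were chosen with progenitor replicates 4 and 5 and the contrast used replicates 1 to 3, so that no library served both.

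The named genes are the gene lists fixed before the data were examined (transcription factors, peptide hormones and other enteroendocrine genes from the study's text, and enterocyte, enteroblast, stem cell and visceral muscle genes), the 3 largest rises and 3 largest falls in each comparison among called genes whose groups did not overlap, and the 5 markers with the highest score per cell type. Listed symbols without a matching identifier (esg, Nplp2 and wupA) were not analysed here, which left 13 transcription factors and 8 hormones. The comparison of Sox100B-OE with Sox100B-RNAi was added after the data were seen and follows the same rule.

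Alternatives planned before the data were examined were a pseudocount of 0.1, no filter, a filter at an RPKM of 3.5, median-of-ratios scaling, quantile normalization, 1 fit of all 17 libraries, a replicate block, array weights, thresholds of 0.05 and 1, leaving out each replicate, changes to the marker score, and for the sets all 5 progenitor libraries, an estimated inter-gene correlation and fgsea 1.28.0 with 10000 permutations. Those added after seeing the data were scaling to the nuclear reads assigned to genes, a test restricted to nuclear genes that share no exonic base with another gene and rescaled to their own total, and progenitor replicates 1 to 3 or 4 and 5 alone, for gene counts and for Sox100B, and for the marker sets the exchange of these sub-batches between choosing markers and the contrast. The word sub-batch is used here for progenitor replicates 1 to 3 or 4 and 5, which no label marks as batches. The limma procedure was tested on simulated data, in which 200 genes were changed 4-fold at a dispersion of 0.05. It called 199 of the 200 with 3 libraries against 3 and 200 with 3 against 5, with 0 in the wrong direction and 1 and 3 false calls. The simulated libraries held no batch, and some genes varied more between real replicates, such as whe in EE (13215 ± 12397 RPKM, SD, n = 3). These rates therefore need not hold for the data. Tables were read and drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.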

Results

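The expression of 17490 features was measured as RPKM in 17 libraries of sorted midgut cells in 5 groups. The implied read totals ran from 24.1 to 59.4 M reads in the 11 wild type libraries (progenitor, n = 5; EE, n = 3; labelled EC, n = 3) and from 17.4 to 29.4 M reads in the 6 Sox100B libraries (Sox100B-RNAi, n = 3; Sox100B-OE, n = 3). Pearson's r of log2(RPKM + 1) between replicates, across genes, which are not independent replicates, ran from 0.95 to 0.99.

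The wild type and the Sox100B libraries differed in how their reads were listed. Reads assigned to matched genes made up 62.4 to 77.2% of the implied total in the wild type libraries and 94.5 to 95.1% in the Sox100B libraries. Mitochondrial features took 24.7 ± 6.22% (SD, n = 3) of assigned reads in Sox100B-RNAi and 19.6 ± 2.26% (SD, n = 3) in Sox100B-OE. All 37 mitochondrial features were listed at 0 in the 11 wild type libraries, where the depth could show a share of 7.67e-06 to 1.98e-05%. Ribosomal protein genes took 26.2 ± 4.13% (SD, n = 5) of assigned reads in progenitors, 31.2 ± 5.66% (SD, n = 3) in the libraries labelled EC, 13.9 ± 0.44% (SD, n = 3) in EE, 18.6 ± 2.53% (SD, n = 3) in Sox100B-RNAi and 17.9 ± 2.19% (SD, n = 3) in Sox100B-OE. Assigned reads include mitochondrial reads in the Sox100B groups only, which lowers their ribosomal shares relative to wild type. A total of 337 features were listed at 0 in every wild type library and had an RPKM of at least 1 in every Sox100B library. Of these, 32 were mitochondrial, 300 were genes that share exonic bases with another gene, 5 had no annotation, and 0 were annotated nuclear genes without such overlap. No feature showed the opposite pattern. By how their reads were listed, all 6 Sox100B libraries thus formed a processing batch of their own that held no untreated library, so batch and treatment cannot be told apart in comparisons with progenitors. This does not show whether the 6 were also prepared or sequenced together.

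**Figure D1:**
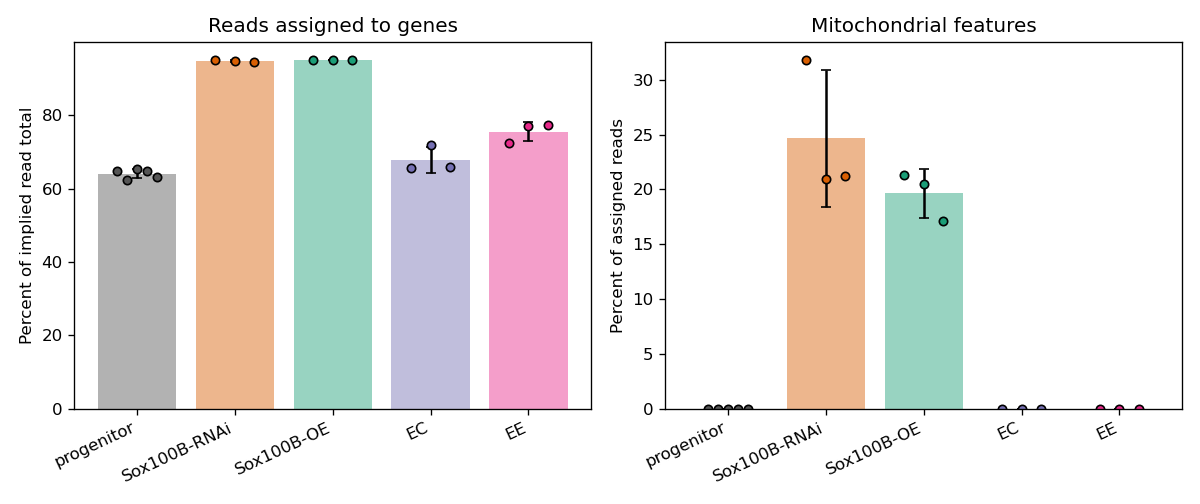
Percent of the implied read total assigned to genes (left) and percent of assigned reads on mitochondrial features (right), by group; bars are means, points libraries and error bars SD. The Sox100B libraries sit at 94.5 to 95.1% and the wild type libraries at 62.4 to 77.2%, and mitochondrial features are at 0 in all 11 wild type libraries.

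Sox100B (FBgn0024288, BDGP6 chromosome 3R, 31065253 to 31083407, plus strand, no exonic base shared with another gene) was the targeted gene and served as a check of the labels. Its RPKM was 77.3, 69.7, 97.9, 174 and 183 in progenitor replicates 1 to 5 (120 ± 54.1, SD, n = 5). The Sox100B-RNAi replicates had 32.1, 34.4 and 20.3 (28.9 ± 7.57, SD, n = 3). The libraries labelled Sox100B-OE had 105, 85.5 and 144 (112 ± 29.9, SD, n = 3). The wild type libraries labelled EC had 59.5, 50.9 and 39.2 (49.9 ± 10.2, SD, n = 3) and the EE libraries had 11.2, 8.03 and 7.15 (8.81 ± 2.15, SD, n = 3). Against progenitors, Sox100B-RNAi was lower by a log2 fold change of -1.94 ± 0.36 (SE), with an exact 2-sided permutation p of 0.0179, the smallest the design allows, and 0.0446 after adjustment over 5 comparisons. The libraries labelled Sox100B-OE did not differ from progenitors (log2 fold change -0.03 ± 0.36, SE; exact 2-sided permutation p 0.964, also 0.964 after adjustment). This rested on pooling progenitor replicates 1 to 3, with lower Sox100B, and replicates 4 and 5, with higher Sox100B. No label marks that split, and it follows the value being tested. Each part was therefore also compared with the libraries labelled Sox100B-OE. The log2 fold change was 0.43 ± 0.24 (SE) against replicates 1 to 3, with 8 of 9 pairs of libraries higher, and -0.70 ± 0.24 (SE) against replicates 4 and 5, with 0 of 6 pairs higher. The exact 2-sided permutation p was 0.2 in each, where the smallest possible is 0.1. For Sox100B-RNAi these log2 fold changes were -1.49 ± 0.28 and -2.62 ± 0.29 (SE). Within the Sox100B batch, the libraries labelled Sox100B-OE were higher than Sox100B-RNAi by a log2 fold change of 1.91 ± 0.28 (SE), all 3 above all 3, with an exact p of 0.1, the smallest that 3 against 3 can give, and 0.125 after adjustment.

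**Figure D2:**
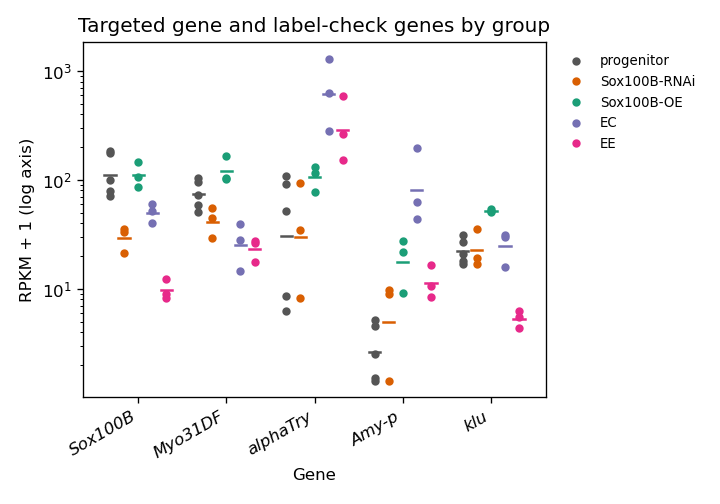
RPKM + 1 on a log axis for Sox100B, Myo31DF, alphaTry, Amy-p and klu in each library, coloured by group; horizontal lines mark group means on the log scale. Sox100B is lowest in EE (mean RPKM 8.81) and Sox100B-RNAi (28.9), and Myo31DF is lower in the libraries labelled EC (26.4) than in progenitors (75.5).

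Whether the study's progenitor and EC profiles come from the libraries analysed here was not settled. The libraries labelled EC carry conflicting labels. Myo31DF (FBgn0086347, 2L, 10491814 to 10506779, exonic bases shared with a gene on the opposite strand), whose driver marks enterocytes in the study's methods, had an RPKM of 26.4 ± 12.5 (SD, n = 3) in them and 75.5 ± 23.1 (SD, n = 5) in progenitors (log2 fold change -1.54 ± 0.36, SE; limma adjusted p 0.00772). Digestive enzyme genes moved the other way. Amy-p (FBgn0000079, 2R, 17118636 to 17120303) had 100.3 ± 83.5 (SD, n = 3) against 2.05 ± 1.75 (SD, n = 5), a log2 fold change of 4.95 ± 0.56 (SE; limma adjusted p 4.89e-04). Of the 11 enterocyte genes tested, 3 were called higher and 1, Myo31DF, lower; adjusted over the list alone, 7 were higher and 1 lower. Of the 5 enteroblast genes, 0 were called in either direction, also when adjusted over the list alone. In EE, by contrast, 4 of these 5 were called lower than in progenitors (mean log2 fold change of the 5, -2.12). Against the libraries labelled EC, 4 of 5 were also called lower in EE (mean -1.83). EE showed a rise of the enterocyte genes too, with a mean log2 fold change of 2.03 against progenitors, compared with 2.83 in the libraries labelled EC. In EE, 2 of 11 were called higher and 1 lower, and adjusted over the list alone 1 was higher and 1 lower. Myo31DF was the gene called lower in EE as well (log2 fold change -1.66 ± 0.27, SE; limma adjusted p 8.15e-04). Of 10 tested between EE and the libraries labelled EC, only Amy-p was called, lower in EE. Reads from near-identical genes such as the amylases and trypsins cannot be assigned with certainty from this table.

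The comparison of EE with progenitors addressed which genes mark enteroendocrine identity. Of 8161 genes tested, 2823 were called, 1640 higher and 1183 lower in EE. Groups did not overlap for 50.4% of tested genes, where chance gives 3.57%. Leaving out 1 library moved the count most, to between 1460 and 3091. The lowest counts came without an EE library, when the filter kept only 2427 of the 2823 called genes in the test. Under quantile normalization more genes were lower (1729) than higher (1458). The largest rises were whe (FBgn0031176, X, 21402339 to 21402772), CG45080 (FBgn0266455, 3R, 13318991 to 13319270) and CG16826 (FBgn0032505, 2L, 13347773 to 13349020), with log2 fold changes of 9.77 ± 1.69, 9.69 ± 1.53 and 9.59 ± 1.66 (SE). Their EE replicates varied widely: whe had an RPKM of 13215 ± 12397 (SD, n = 3) in EE against 41.1 ± 59.9 (SD, n = 5). The largest falls were lncRNA:CR44538 (FBgn0265731, 3L, 10205620 to 10206401), CG9021 (FBgn0031747, 2L, 5903178 to 5904689) and FBgn0085364, which has no position in the annotation, with -5.05 ± 0.65, -4.63 ± 0.43 and -4.50 ± 0.85 (SE). Against progenitor replicates 1 to 3 alone, 2673 genes were called, and against replicates 4 and 5 alone, 3327.

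The comparison of the libraries labelled EC with progenitors called 1556 of 7762 genes, 276 higher and 1280 lower. Groups did not overlap for 39.4% of tested genes, where chance gives 3.57%. This count depended on the processing more than that of any other wild type comparison: with a replicate block it was 63, and with array weights 3412. The block gives progenitor replicates 4 and 5 each a term of their own. They then add nothing to the contrast, and less is left to estimate the error from. The direction depended on scaling. The median log2 fold change of all tested genes was -0.46 as deposited and -0.06 after median-of-ratios scaling, under which 501 genes were higher and 423 lower. The largest rises were CG45080, lncRNA:noe (FBgn0026197, 3L, 17400272 to 17401348) and PGRP-SC2 (FBgn0043575, 2R, 8716950 to 8717695), with log2 fold changes of 7.48 ± 1.31, 5.96 ± 0.55 and 5.62 ± 0.81 (SE). The largest falls were snoRNA:Me28S-G2703c (FBgn0082929, 2R, 14624007 to 14624091), snoRNA:Me28S-G2703b (FBgn0082930, 2R, 14623764 to 14623850) and sordd2 (FBgn0052581, X, 15796908 to 15799162), with -4.17 ± 0.27, -3.88 ± 0.34 and -3.76 ± 0.64 (SE). Progenitor replicates 1 to 3 alone gave 612 called genes, and replicates 4 and 5 alone gave 836.

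Between EE and the libraries labelled EC, 2568 of 7847 genes were called, 2080 higher in EE and 488 lower, and groups did not overlap for 59.9% of tested genes, where chance gives 10%. The median log2 fold change was 0.45 as deposited and 0.07 after median-of-ratios scaling, under which 1459 genes were higher and 859 lower. The largest rises were CG34458 (FBgn0085487, 2R, 16672033 to 16672889), CG14989 (FBgn0035495, 3L, 4087581 to 4092706) and the peptide hormone gene CCHa2 (FBgn0038147, 3R, 13389059 to 13395197), with log2 fold changes of 8.08 ± 0.40, 7.85 ± 0.69 and 7.12 ± 0.64 (SE). The largest falls were FBgn0085364, CG44476 (FBgn0265669, 2L, 18112830 to 18113179) and 5.8SrRNA-Psi:CR45863 (FBgn0267523, X, 23291549 to 23291671), with -5.67 ± 1.11, -4.88 ± 0.43 and -4.70 ± 0.67 (SE).

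Markers chosen by the study's score, applied here to all features and not only to protein-coding genes, were set against replicate error. Protein-coding genes made up 237 of the EE, 210 of the EC and 207 of the progenitor markers. Of 250 markers per cell type, limma called 228 EE markers, 73 EC markers and 151 progenitor markers higher than in both other cell types. With a replicate block, 237 EE, 24 EC and 14 progenitor markers were supported. The highest scores were those of whe, AstC, AstA, CCHa2 and CG14989 for EE, all supported. For EC they were lncRNA:noe, CG44476, CG12780, pAbp and asRNA:CR45867, of which CG12780 was not supported (174.8 ± 275.5 RPKM, SD, n = 3). For progenitors they were CG6330, Def, CG12464, snoRNA:Me18S-U1356c and CG43446, of which Def was not supported (28.4 ± 37.9 RPKM, SD, n = 5). Small RNA or rRNA features made up 0 of the EE, 11 of the EC and 22 of the progenitor markers.

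Of the 13 transcription factors with values, 8 (pros, mirr, Ptx1, hbn, Poxn, Fer1, sug and dac) were called higher in EE than in both other cell types, also 8 when adjusted over the list alone. The count was 9 with a replicate block and 4 to 8 when 1 library was left out. It fell to 4 only when an EE library was left out. Then hbn, Poxn, Fer1 and dac, below an RPKM of 1 in every library labelled EC, could not pass the filter of 3 libraries. They were thus not tested against EC. The largest rise was that of Fer1 (FBgn0037475, 3R, 7136206 to 7141972), at 93.8 ± 14.7 RPKM (SD, n = 3) in EE against 1.45 ± 0.57 (SD, n = 5) in progenitors and 0.53 ± 0.30 (SD, n = 3) in the libraries labelled EC. The gene pros (FBgn0004595, 3R, 11328480 to 11407627, exonic bases shared with a gene on the opposite strand) had 22.9 ± 6.68 (SD, n = 3) in EE against 2.03 ± 0.51 (SD, n = 5) in progenitors. Against progenitors, mamo, exex and NK7.1 were called lower in EE, with log2 fold changes of -1.13 ± 0.23, -1.88 ± 0.29 and -0.98 ± 0.24 (SE), while drm and Nlp were not called. Of the 8 hormones, 7 were called higher in EE than in both other cell types, also 7 over the list alone, and 5 to 7 when 1 library was left out. AstC (FBgn0032336, 2L, 11076165 to 11081399) had 25903 ± 2676 RPKM (SD, n = 3) in EE against 997 ± 447 (SD, n = 5) in progenitors, and NPF (FBgn0027109, 3R, 16609220 to 16611325) had 32446 ± 7730 (SD, n = 3) against 5387 ± 1227 (SD, n = 5). The exception was ITP (FBgn0035023, 2R, 24537421 to 24558961), at 11.9 ± 2.54 (SD, n = 3) in EE against 40.4 ± 26.4 (SD, n = 5), which was not called.

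**Figure D3:**
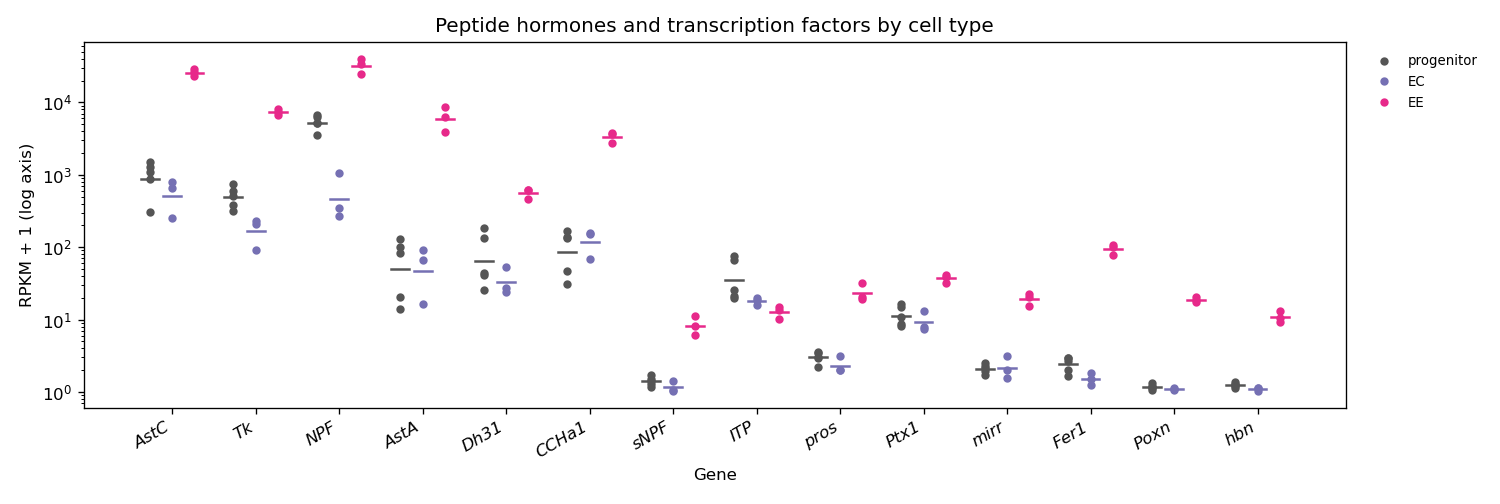
RPKM + 1 on a log axis of the 8 peptide hormones and 6 of the transcription factors in the wild type libraries, with points for libraries and lines for group means. In EE, 7 of 8 hormones and 8 of 13 transcription factors were called higher than in both other cell types, and ITP was not.

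The comparisons of Sox100B-RNAi and of Sox100B-OE with wild type progenitors addressed, by their labels, the effect of depleting or overexpressing Sox100B, and in both the treatment is confounded with the processing batch. In Sox100B-RNAi, 2191 of 8675 genes were called, 1995 higher and 196 lower. In Sox100B-OE, 3009 of 8918 genes were called, 2578 higher and 431 lower. Groups did not overlap for 35.3% and 46.9% of tested genes, where chance gives 3.57%. Progenitor replicates 1 to 3 alone gave 2053 and 3077 called genes, and replicates 4 and 5 alone gave 1955 and 3326. The counts moved most when only nuclear genes sharing no exonic base with another gene were tested, rescaled to their own total. Then 174 genes were called in Sox100B-RNAi, 132 higher and 42 lower, and 649 in Sox100B-OE, 419 higher and 230 lower. The larger side depended on the scaling. In the fit of all nuclear genes scaled to nuclear reads, these same genes gave 187 higher and 208 lower in Sox100B-RNAi. In Sox100B-OE they gave 422 higher and 611 lower. Under quantile normalization 1440 genes were higher and 1373 lower in Sox100B-RNAi, and 1781 higher and 2299 lower in Sox100B-OE. Of 8481 genes tested in both comparisons, 1647 were called in both, 1613 of them in the same direction, 1574 higher and 39 lower. Under quantile normalization 1174 were higher and 739 lower in both. Of the 1574 called higher in both, 1472 (93.5%) share exonic bases with another gene. After scaling to nuclear reads, the median log2 fold change in Sox100B-RNAi was -0.16 for genes without shared bases, 0.79 for genes sharing bases on the same strand and 0.64 for genes sharing them only on the opposite strand. In Sox100B-OE these medians were -0.21, 0.84 and 0.55. Between Sox100B-OE and Sox100B-RNAi they were -0.10, -0.10 and -0.17.

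**Figure D4:**
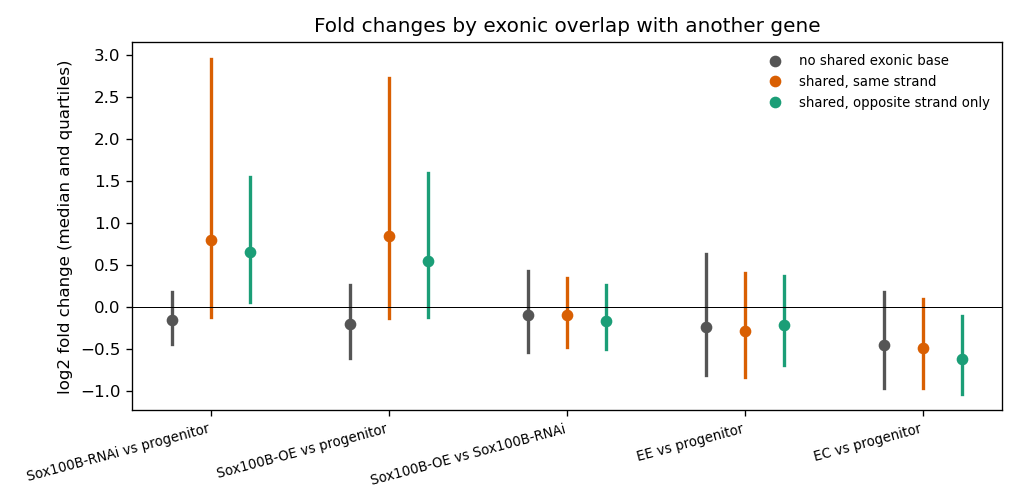
Log2 fold change after scaling to nuclear reads for genes without exonic bases shared with another gene, with bases shared on the same strand, and with bases shared only on the opposite strand; points are medians and bars span the quartiles. Against progenitors the medians of sharing genes lie at 0.55 to 0.84 and those of the other genes at -0.21 and -0.16, while between the Sox100B groups all 3 lie at -0.17 to -0.10.

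The largest rises against progenitors were mitochondrial. In Sox100B-RNAi these were mt:lrRNA (FBgn0013686), mt:tRNA:Leu-TAG (FBgn0013698) and mt:ATPase6 (FBgn0013672), and in Sox100B-OE mt:lrRNA, mt:CoII (FBgn0013675) and mt:CoI (FBgn0013674), all listed at 0 in progenitors, so no fold change is given. The largest falls in Sox100B-RNAi were CG6006 (FBgn0063649, 3R, 16154982 to 16171766, exonic bases shared on the opposite strand), Erasp (FBgn0050090, 2R, 15689826 to 15691014) and NPF, with log2 fold changes of -4.58 ± 0.41, -4.35 ± 0.86 and -3.75 ± 0.77 (SE). Restricted to genes without shared bases, Erasp and NPF were no longer called (limma adjusted p 0.0134 and 0.0157). Neither gene shares exonic bases itself, and their log2 fold changes there were -4.29 ± 0.86 and -3.69 ± 0.77 (SE). The calls were thus lost at the p threshold with little change in the falls. The largest falls in Sox100B-OE were lncRNA:CR44538, CG5246 (FBgn0038484, 3R, 17136111 to 17137195) and Cpr51A (FBgn0033942, 2R, 14512559 to 14515211), with -5.13 ± 0.66, -4.96 ± 0.33 and -4.61 ± 0.39 (SE), and all 3 were called in the restricted test as well.

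Marker sets were compared with the other tested genes in each Sox100B group against progenitor replicates 1 to 3. In Sox100B-RNAi the set mean differed from that of the other genes by a log2 value of -0.25 for EE markers (limma adjusted p 0.401), -0.73 for EC markers (4.59e-05) and -0.64 for progenitor markers (4.59e-05). In Sox100B-OE the differences were -0.09 (0.602), -0.37 (0.0160) and -0.57 (0.00593). Among the alternatives on the same scale, the restriction to genes without shared exonic bases moved these most, apart from EC and progenitor markers in Sox100B-OE. It gave 0.15, -0.14 and -0.12 in Sox100B-RNAi and 0.31, 0.18 and -0.12 in Sox100B-OE, so the sign changed for EE markers in both groups and for EC markers in Sox100B-OE. The EC and progenitor sets then no longer passed in either group, while the EE set in Sox100B-OE passed with the other sign (limma adjusted p 0.00359, in a range of 0.00359 to 1 over the alternatives). Progenitor markers moved the other way, to -1.08 and -1.03, when all 5 progenitor libraries served both for choosing markers and for the contrast. The EC result depended on which progenitor replicates were used. Of the 12 enterocyte genes, 9 were higher in each of progenitor replicates 1 to 3 than in replicates 4 and 5. With all 5 progenitor libraries the EC differences were -0.29 and -0.053, and with replicates 1 to 3 for choosing markers and replicates 4 and 5 for the contrast they were -0.20 and 0.27, none of them passing. Progenitor markers passed in that exchange, at -0.92 and -0.90. With 1 library left out, the EC set in Sox100B-OE did not pass in 4 of 6 fits and the progenitor set in 3 of 6. All of these comparisons are across the batch, and within it the treatment could not be compared with untreated cells.

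The comparison of Sox100B-OE with Sox100B-RNAi, added after the data were seen, stayed within the 6 libraries whose reads were listed alike. Whether these groups were prepared or sequenced together is not known, so a batch difference between them cannot be excluded. Their implied read totals did not overlap, at 23.8 to 29.4 M reads in Sox100B-RNAi and 17.4 to 22.9 M in Sox100B-OE. The comparison called 1419 of 8848 genes, 927 higher and 492 lower in Sox100B-OE, and groups did not overlap for 45.5% of tested genes, where chance gives 10%. Libraries with the same replicate number had a mean r of 0.19 after group means were removed, and with a replicate block 1662 genes were called, 1051 higher and 611 lower. The largest rises were CG8157 (FBgn0034010, 2R, 15325503 to 15326386, exonic bases shared on the opposite strand), CG31997 (FBgn0051997, 4, 154654 to 156060) and bero (FBgn0032897, 2L, 20858695 to 20861014), with log2 fold changes of 8.65 ± 0.23, 7.23 ± 0.26 and 7.099 ± 0.23 (SE). The largest falls were FBgn0040813, without a position in the annotation, Cpr51A and ect (FBgn0000451, 3L, 10190276 to 10201837, exonic bases shared on the same strand), with -7.88 ± 0.42, -6.32 ± 0.37 and -5.07 ± 0.18 (SE). Among the hormones, Tk, NPF and ITP were called higher in Sox100B-OE and AstA, sNPF and CCHa1 higher in Sox100B-RNAi, also 3 and 3 over the list alone. AstA (FBgn0015591, 3R, 24760530 to 24765071) had 23.9 ± 8.30 RPKM (SD, n = 3) in Sox100B-OE and 411 ± 34.5 (SD, n = 3) in Sox100B-RNAi, against 68.2 ± 49.98 (SD, n = 5) in progenitors. NPF had 8830 ± 2164 (SD, n = 3) in Sox100B-OE and 726 ± 793 (SD, n = 3) in Sox100B-RNAi. Among the stem cell genes, Dl (FBgn0000463, 3R, 19302731 to 19326217) was higher in Sox100B-RNAi, at 41.1 ± 27.4 RPKM (SD, n = 3) against 3.63 ± 0.05 (SD, n = 3). Set differences were 0.04, 0.25 and 0.04 for EE, EC and progenitor markers, and none passed with all 6 libraries (limma adjusted p 0.484, 0.379 and 0.817). With 1 library left out, the EE set passed in 1 fit, at 0.28, and the EC set in 1 fit, at 0.41.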

Values the study reported

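The study reported 1741 genes higher and 1051 lower in EE cells after pros was depleted, called with DESeq2 on counts at an adjusted p below 0.01 and an absolute log2 fold change above 0.5. Cell type markers were the 250 genes with the highest score per cell type, after genes with an RPKM under 3.5 had been removed. Of the 690 genes taken as Pros targets, 309 went down upon depletion, and 68 of the 250 EE markers were among the targets.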

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

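No explanation was tested for the single libraries in the next paragraph, and the test of the mitochondrial reads was chosen after the result was seen.

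In 3 of 85 results tested for a library far from the others, 1 of the 5 progenitor libraries stood apart, where chance alone gives 4.25. The gap to the nearest library was 0.735 of the range for the share of reads on ribosomal protein genes in progenitor replicate 3. For genes the gap was taken on log2(RPKM + 1). It was 0.7503 of the range on that scale for Dl in progenitor replicate 1, with an RPKM of 12.5 against 6.79, 5.72, 6.18 and 5.48 in replicates 2 to 5. It was 0.791 of the range on that scale for Cpr51A in progenitor replicate 3, with an RPKM of 139.5 against 283, 328, 341 and 295 in the others. No technical or biological explanation was tested for these libraries.

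Mitochondrial features, which lie outside the comparisons of nuclear genes, took 24.7% of assigned reads in Sox100B-RNAi and 19.6% in Sox100B-OE, and were listed at 0 in the wild type libraries. Another feature list or reference for the wild type libraries would leave no mitochondrial feature above 0 in any of them. Of 37 features, the 13 protein coding ones included, 0 were above 0, but this count restates the pattern and so cannot decide. The values of 0 in 11 untreated libraries are themselves no effect of Sox100B. Whether the treatments changed the mitochondrial share could not be tested, since no untreated library has mitochondrial values.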

How the results depend on the processing

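Scaling to nuclear reads, the test of genes without shared exonic bases, progenitor replicates 1 to 3 or 4 and 5 alone, the exchange of these sub-batches for the marker sets, and the comparison of Sox100B-OE with Sox100B-RNAi were chosen after seeing the data. The other alternatives in this part were chosen before the data were examined.

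The number of genes called between the libraries labelled EC and progenitors was 1556 and moved most. It was 777 without a filter, 924 under median-of-ratios scaling, 834 under quantile normalization, 2839 with all 17 libraries in 1 fit, 63 with a replicate block, 3412 with array weights, 985 among genes without shared bases, 612 with progenitor replicates 1 to 3 and 836 with replicates 4 and 5. Between EE and the libraries labelled EC it was 2568, against 4472 with array weights and 1412 among genes without shared bases. Among genes without shared bases it was 174 for Sox100B-RNAi and 649 for Sox100B-OE against progenitors, and 851 between the Sox100B groups. That restriction also tests fewer genes, 4579 and 4715 against progenitors. The other alternatives stayed within 1.5 times of the reported counts, fits that left out 1 library aside.

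Scaling shifted the median log2 fold change of all tested genes by more than 0.1 in several comparisons. As deposited, with median-of-ratios, quantile and nuclear read scaling, it was -0.05, -0.03, -0.21 and -0.24 for EE against progenitors, and -0.46, -0.06, -0.13 and -0.52 for the libraries labelled EC against progenitors. For EE against the libraries labelled EC it was 0.45, 0.07, -0.04 and 0.32. For Sox100B-RNAi it was 0.20, 0.03, -0.33 and 0.07, and for Sox100B-OE 0.26, 0.01, -0.33 and 0.05. Among genes without shared bases the medians were -0.36, -0.49, 0.19, 0.02 and -0.06 in this order. The split of called genes moved with it. For EE against progenitors, 1458 were higher and 1729 lower under quantile normalization, 1392 and 1712 under nuclear read scaling, and 858 and 1295 among genes without shared bases. For the libraries labelled EC against progenitors, the split was 501 and 423 under median-of-ratios scaling, 378 and 456 under quantile normalization, 40 and 23 with a replicate block, and 245 and 591 with progenitor replicates 4 and 5. For EE against the libraries labelled EC it was 1459 and 859, 1302 and 1048, and 986 and 426 under median-of-ratios scaling, quantile normalization and the restriction. For Sox100B-RNAi it was 1440 and 1373 under quantile normalization and 132 and 42 in the restricted test. For Sox100B-OE it was 2170 and 936, 1781 and 2299, 2177 and 802, and 419 and 230 under median-of-ratios, quantile and nuclear read scaling and the restriction. Genes without shared bases, taken from the fit scaled to nuclear reads, split the other way against progenitors. They gave 187 and 208 for Sox100B-RNAi and 422 and 611 for Sox100B-OE. Between the Sox100B groups the restricted test gave 470 and 381.

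Supported markers fell to 24 for EC and 14 for progenitors with a replicate block. The mean r between same-numbered libraries was 0.089 for EE with progenitors, -0.055 for EC with progenitors and -0.095 for EE with EC after group means were removed, so these numbers gave little sign of a shared block. For the Sox100B groups it was 0.19, with 1662 genes called under the block.

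For the marker sets, fgsea gave no score for EC and progenitor markers in Sox100B-RNAi and for progenitor markers in Sox100B-OE, and normalized enrichment scores of the other sign for EE markers in Sox100B-RNAi (0.77), EE markers in Sox100B-OE (0.87) and EC markers in Sox100B-OE (0.31). None of these scores passed, so their sign is no evidence of a reversal. A missing score speaks neither for nor against the difference. With all 5 progenitor libraries the EC differences were -0.29 in Sox100B-RNAi and -0.053 in Sox100B-OE, and neither passed, while the progenitor markers moved to -1.08 and -1.03 and passed. With markers chosen from progenitor replicates 1 to 3 and the contrast made with replicates 4 and 5, EE markers reversed to 0.043 in Sox100B-RNAi and 0.097 in Sox100B-OE, and EC markers were -0.20 and reversed to 0.27, none passing, while progenitor markers were -0.92 and -0.90 and passed. With the inter-gene correlation estimated, the differences stayed at -0.73 and -0.64 (EC and progenitor markers, Sox100B-RNAi) and -0.37 and -0.57 (Sox100B-OE), and none passed. In Sox100B-OE, quantile normalization gave -0.33 for EC and -0.54 for progenitor markers, and the filter at 3.5 gave -0.37 for EC markers, none passing. Among genes without shared bases, EE markers reversed to 0.15 in Sox100B-RNAi and 0.31 in Sox100B-OE, EC markers were -0.14 and reversed to 0.18, and progenitor markers were -0.12 and -0.12. Of these, only the EE set in Sox100B-OE passed. Between the Sox100B groups progenitor markers reversed to -0.039. For Sox100B expression in Sox100B-RNAi the replicate block gave -1.49, with an exact p of 0.25, the smallest that 3 pairs can give, so this test could not pass. For Sox100B expression in Sox100B-OE the block gave 0.43, of the other sign. These are also the values against progenitor replicates 1 to 3 alone, and against replicates 4 and 5 they were -2.62 and -0.70. For all changes in this part the cause was not tested, apart from the shared exonic bases described under the other observations and the genes removed by the filter in fits without 1 library.

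Leaving out 1 library at a time gave 1460 to 3091 genes for EE against progenitors, 328 to 1758 for the libraries labelled EC, 912 to 3348 for EE against EC, 625 to 2149 for Sox100B-RNAi, 1037 to 3219 for Sox100B-OE and 509 to 1281 between the Sox100B groups. The filter of 3 libraries also removed genes from these fits. Without an EE library, 2427 of the 2823 genes called against progenitors were still tested. Without a Sox100B-RNAi library 1269 of 2191 were, and without a Sox100B-OE library 1908 of 3009. Supported markers ran from 130 to 228 for EE, 18 to 110 for EC and 60 to 151 for progenitors, transcription factors from 4 to 8 and hormones from 5 to 7. Set differences in Sox100B-RNAi ran from -0.30 to 0.073 for EE, -0.84 to -0.27 for EC and -0.66 to -0.14 for progenitor markers. In Sox100B-OE they ran from -0.17 to 0.20, with 0.06 also reversed, from -0.47 to 0.17 and from -0.54 to -0.10. Between the Sox100B groups they ran from -0.18 to 0.28 for EE, with -0.04 and -0.07 also reversed, 0.14 to 0.41 for EC, and -0.062 to 0.17 for progenitor markers. The EE and EC sets between the Sox100B groups passed in 1 fit each, at 0.28 and 0.41, and the EE set in Sox100B-OE in 1 fit, at 0.20. The EC set in Sox100B-OE did not pass in 4 of 6 fits, the progenitor set in Sox100B-OE in 3 of 6 and the progenitor set in Sox100B-RNAi in 1 of 6, while the EC set in Sox100B-RNAi passed in all 6. Sox100B ran from -2.10 to -1.71 in Sox100B-RNAi and from -0.23 to 0.15 in Sox100B-OE, with 0.14, 0.15 and 0.0014 also reversed.

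Of 987 values for 100 results on named genes, 896 kept direction and side of the threshold, 70 lost the call, 10 gained it and 11 reversed. These cover the pseudocount, quantile normalization, the replicate block and fits without 1 library. In the test of genes without shared bases, of 20 named genes called in Sox100B-RNAi against progenitors, 6 were not in the test, 4 were still called and 10 were not (E(spl)mbeta-HLH, dac, AstA, Sox100B, NPF, sNPF, exex, Erasp, CCHa1-R and mamo). These 10 share no exonic bases themselves and kept their direction. Sox100B, for example, had a log2 fold change of -1.88 there (limma adjusted p 0.0121) against -1.94 in the full test. Of 15 called in Sox100B-OE, 4 were not in the test, 10 were still called and mirr was not. The 11 reversed values were of small changes between the libraries labelled EC and progenitors. E(spl)malpha-BFM in EC vs progenitor (0.074) was -0.059 under quantile normalization and -0.013 with a replicate block. With 1 library left out it ran from -0.23 to 0.54, klu in EC vs progenitor (0.13) from -0.041 to 0.45, nub in EC vs progenitor (0.21) from -0.24 to 0.53 and E(spl)mbeta-HLH in EC vs progenitor (-0.11) from -0.31 to 0.10.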

Other observations

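The tests of shared exonic bases, of the shared Sox100B batch, of enteroblasts, of hormones in progenitors, of enterocytes in progenitors and of mislabelled libraries were chosen only after the results were seen.

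Both Sox100B treatments moved genes the same way against progenitors. Genes sharing exonic bases with another gene were called higher in both treatments 20.4 times as often as the rest, 38.3% of 3841 against 1.88% of 4480. A different counting of reads on such genes is a candidate explanation. After scaling to nuclear reads, 90.4% of the Sox100B-RNAi calls and 86.7% of the Sox100B-OE calls were still called in the same direction, so the read total the authors divided by did not account for most of them. Gene length had a Spearman rho of -0.053 with the mean fold change across genes, which are not independent replicates. Of the genes called the same way in both, 20.9% were listed at 0 in all 11 wild type libraries, which leaves that explanation open in part. Among genes without shared bases, the fold changes of Sox100B-RNAi against progenitor replicates 1 to 3 and of Sox100B-OE against replicates 4 and 5 had a Pearson's r of -0.016 across 5306 genes, and 0.043 with the controls exchanged. An r near 0 cannot exclude a batch effect shared by all 6 libraries, since opposite effects of the treatments would lower it. Of 4455 such genes tested in both, 31 were called in the same direction and 8 in opposite directions. The pattern cannot be told apart from such a batch effect, and no biological reading is given.

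Myo31DF was lower in the libraries labelled EC than in progenitors. The log2 fold change was -1.54 as deposited, -1.06 under median-of-ratios scaling and -1.26 under quantile normalization, so scaling accounted for part of it but not all. The enteroblast genes had a mean log2 fold change 0.0423 above that of all tested genes and the enterocyte genes 3.16 above, so the pattern cannot be told apart from enteroblasts being among the sorted cells.

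Peptide hormone transcripts were present in progenitor libraries, at 1.09% of the EE level for AstA and 16.6% for NPF. If EE cells or their RNA were mixed in at a fixed share, the ratios would be alike, but they spanned 15.2-fold over the 7 hormones higher in EE. The remaining explanations were not tested.

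Among the 12 enterocyte genes, 9 digestive enzymes were higher in each of progenitor replicates 1 to 3 than in replicates 4 and 5, where chance gives 10% per gene, and Myo31DF was lower. Median-of-ratios scaling left 100% of them separated. Enterocytes or their RNA in progenitor replicates 1 to 3 may explain this, but 9 of 12 with Myo31DF going the other way cannot tell it from other differences between the sub-batches.

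Sox100B was not higher in the libraries labelled Sox100B-OE than in the 5 progenitor libraries as a group. The absence of a difference rests on pooling sub-batches, since the log2 fold change was 0.43 against progenitor replicates 1 to 3 and -0.70 against replicates 4 and 5. Nuclear read scaling gave -0.28, so the read total did not hide a rise. Mislabelled libraries were tested by the comparison of the libraries labelled Sox100B-OE with Sox100B-RNAi, where the log2 fold change was 1.91, all 3 above all 3. This goes against an exchange of the 2 groups. Against all 5 progenitor libraries the values were -1.94 for Sox100B-RNAi and -0.03 for the libraries labelled Sox100B-OE, so other kinds of mislabelling remain open.

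Other splits of the same libraries were compared with the real groups. Splits that part as many same-numbered pairs as the real one were counted, and those that pair libraries differently were counted separately. In each of the comparisons of EE, the libraries labelled EC, Sox100B-RNAi and Sox100B-OE with progenitors, 1 of 8 such splits, the real one, gave as many genes, and 1 of all 56. For EE against the libraries labelled EC and for the Sox100B groups it was 1 of 4, and 1 of all 10. With 4 or 8 splits no share under 0.05 is possible. For marker sets in Sox100B-RNAi, 2 of 4 splits gave as large a difference for EE markers, 1 for EC markers and 1 for progenitor markers, and 4, 1 and 1 of all 10. In Sox100B-OE these were 4, 1 and 1 of 4, and 7, 2 and 1 of 10. Between the Sox100B groups they were 4, 1 and 4 of 4, and 9, 2 and 9 of 10.

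The cell type labels were exchanged within replicate numbers 1 to 3, with 100 of 216 relabellings drawn. As many supported markers came from 1 of 100 relabellings for EE, 6 for EC and 2 for progenitors. Of the 6 for EC, 5 put all EE libraries under the EC label, so this measures how strong the EE difference is. For the transcription factors it was 5 of 100 and for the hormones 3 of 100, all with the EE libraries kept together.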
